A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Set2 histone methyltransferase regulates transcription coupled-nucleotide excision repair in yeast" (2022).

How the data were processed

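CPD-seq is a sequencing assay that maps cyclobutane pyrimidine dimers (CPDs), the main UV lesion, at the resolution of a single nucleotide. Free DNA 3′ ends in yeast genomic DNA are first blocked, lesions are then cut with T4 endonuclease V and an apurinic/apyrimidinic endonuclease, and the ends newly made are joined to a barcoded adaptor and sequenced. The series holds 12 libraries from 5 *Saccharomyces cerevisiae* strains, with 1 library in each combination of genotype and treatment. Of these, 2 were taken before irradiation (No UV) and 10 after 125 J/m2 of UVC light, either at once (0 hr) or after 2 hr of repair. The tables of the 2 No UV libraries were analysed here, 1 from a strain with wild-type histones (histone WT) and 1 from a strain in which the lysine of histone H3 that Set2 methylates is replaced by alanine (H3K36A). The 10 UV libraries were not analysed here, so no fraction of CPDs remaining, no transcribed or non-transcribed strand value and no comparison involving *rad16*Δ or *set2*Δ is given.

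The authors sequenced the libraries on an Ion Proton instrument and aligned the reads to the sacCer3 yeast genome with bowtie2. The deposited values are raw counts, 1 for each of the 16 dinucleotide classes, with no normalization. That each value is a number of mapped reads was taken from the tables themselves, which hold whole numbers with a different total in each library. All 16 classes were present, so the tables precede the step in which only reads at dipyrimidines (TT, TC, CT and CC) were kept. The position and strand at which the dinucleotide was read, any mapping-quality threshold and any removal of duplicate reads are not stated with the counts. An unremoved PCR duplicate would raise a class count without adding an independent molecule. A wrong strand assignment would exchange each class with its reverse complement.

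Groups were taken from the sample titles. With 1 library per group, no spread between replicates could be estimated, and every test compares the 2 libraries and not the genotypes. The total count was 4692201 in H3K36A No UV and 7133761 in histone WT No UV. Shares of counts were given Wilson 95% confidence intervals, and differences in share were given Newcombe 95% intervals. These intervals cover counting error only, because the reads carry no molecular identifiers. At this depth the widest interval of any class share was 0.0598 percentage points. Both titles carry the same barcoded adaptor code. Libraries with the same barcode cannot be told apart within a pool, so these 2 were probably sequenced in separate pools. The labels give no preparation or sequencing date.

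Each class was compared between the libraries with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 16 classes and a threshold of 0.05. The dipyrimidine share of all counts and the TT share of dipyrimidine counts were compared with the same test. Dipyrimidine counts were also set against the counts of their reverse complements, the dipurines AA, GA, AG and GG, with an exact binomial test, two-sided, against 50%. The genome holds as many copies of a dinucleotide as of its reverse complement when both strands are read, so positions drawn without regard to sequence give a ratio near 1. The ratio of these ratios was given a 95% interval on the log scale. The factor by which the counting variance would have to grow before a 95% interval reached 0 difference was computed as the squared normal score over its 95% critical value. P-values below 1e-300 are reported as such.

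Genomic dinucleotide shares were counted on both strands of the 16 nuclear chromosomes of the R64 assembly of strain S288C, and separately in its mitochondrial DNA. R64 is the assembly that the name sacCer3 refers to, and only composition, no coordinate, was taken from it. Named in full were the 4 dipyrimidines, their reverse complements and the 3 classes with the largest absolute difference in share. That rule, the tests and the alternatives were set before the data were examined, apart from 1 added alternative, the single-base composition and the tests under the additional observations. The alternatives were to exchange every class with its reverse complement, to divide all counts by 10, to leave out the 4 self-complementary classes (AT, TA, CG and GC), to leave out the most abundant class, to weight each class by the inverse of its nuclear genome share, and to change the genome background. Leaving out the most abundant class together with its reverse complement was added after the data were seen.

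The class tests were tested on simulated data, using 50 pairs of libraries at the observed depths for each condition. With 4 of 16 classes raised 1.02-fold, 100% of 200 changed classes were called, and with a 1.01-fold rise 75% of 200 were called. Because shares must sum to a fixed total, raising 4 classes 1.02-fold led to a median of 11 called classes per pair, so a count of called classes is not a count of independent changes. With no change, 0.25% of 800 classes were called. The Newcombe interval held the true dipyrimidine difference in 92.7% of 150 pairs. Apart from the changes set, the simulated pairs differed by counting error only. These rates therefore do not cover duplicate reads or the spread between preparations. Calculations used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and plots used Matplotlib 3.10.9.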

Results

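The series asks how methylation of the histone residue H3K36 affects repair of UV damage in yeast. CPD lesions were mapped in H3K36A mutants and their matched controls, and in a *rad16*Δ*set2*Δ mutant. The series holds no matched control for the *rad16*Δ*set2*Δ mutant, which the paper compared with a published *rad16*Δ data set. The data described here are the dinucleotide counts of the 2 libraries prepared from cells that received no UV. These libraries show which dinucleotides are counted when no CPDs have been induced, that is, the background of the assay. There was 1 library from H3K36A mutant cells, with 4692201 counts, and 1 from histone WT cells, with 7133761 counts. The histone WT library was 1.52-fold deeper. Both libraries carry the same adaptor code, so they were probably sequenced in separate pools that differ along with genotype. Neither group was replicated. Preparation, sequencing pool and genotype therefore cannot be told apart, and the tests below compare these 2 libraries only.

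To determine how much of the background falls at sites where CPDs can form, the share of counts at dipyrimidines was calculated. In the H3K36A No UV library, 941806 counts fell at dipyrimidines, a share of 20.1% (Wilson 95% confidence interval 20.0355% to 20.108%). In the histone WT No UV library, 1643738 counts fell at dipyrimidines, a share of 23.0% (interval 23.0108% to 23.0726%). The difference, H3K36A minus histone WT, was -2.97 percentage points (95% interval -3.02 to -2.92), with p below 1e-300 in Fisher's exact test, two-sided. Counting variance would have to be 3804-fold larger for this interval to reach 0, but the spread between replicate libraries is unknown. Exchanging each class with its reverse complement, the alternative that moved this result most, turned the difference to 2.81 percentage points, so the direction holds only for the strand as tabulated.

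For the strand as tabulated, both shares were below the 26.8% of positions that are dipyrimidines in the nuclear genome. With each class exchanged for its reverse complement, they were above it, at 31.2% in H3K36A No UV and 28.4% in histone WT No UV. The library share divided by the nuclear genome share was 0.75 in H3K36A No UV and 0.861 in histone WT No UV. Among single dipyrimidines, the lowest ratio to the genome was 0.686, for TC in H3K36A No UV.

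All 4 dipyrimidines had a lower share in the H3K36A No UV library. TT accounted for 7.92% of counts in H3K36A No UV and 9.62% in histone WT No UV, a difference of -1.70 percentage points (95% interval -1.73 to -1.66). TC accounted for 4.28% and 5.01%, respectively, and CT for 4.77% and 5.12%. CC differed least, with 3.10% in H3K36A No UV and 3.30% in histone WT No UV (difference -0.193 percentage points, interval -0.214 to -0.173). The adjusted p-value of CC in Fisher's exact test was 5.39e-76, and that of CT was 2.99e-161, while those of TT and TC were below 1e-300.

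The reverse complements of the dipyrimidines moved in the opposite direction. AA accounted for 12.5% of counts in H3K36A No UV and 11.6% in histone WT No UV (difference 0.94 percentage points, 95% interval 0.902 to 0.978). The share of GA was 7.21% in H3K36A No UV and 6.51% in histone WT No UV. AG took up 6.95% and 6.27% of counts in the same order, and GG took up 4.56% and 4.08%. Each of these 4 dipurines gave an adjusted p-value below 1e-300 in Fisher's exact test.

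**Figure D1:**
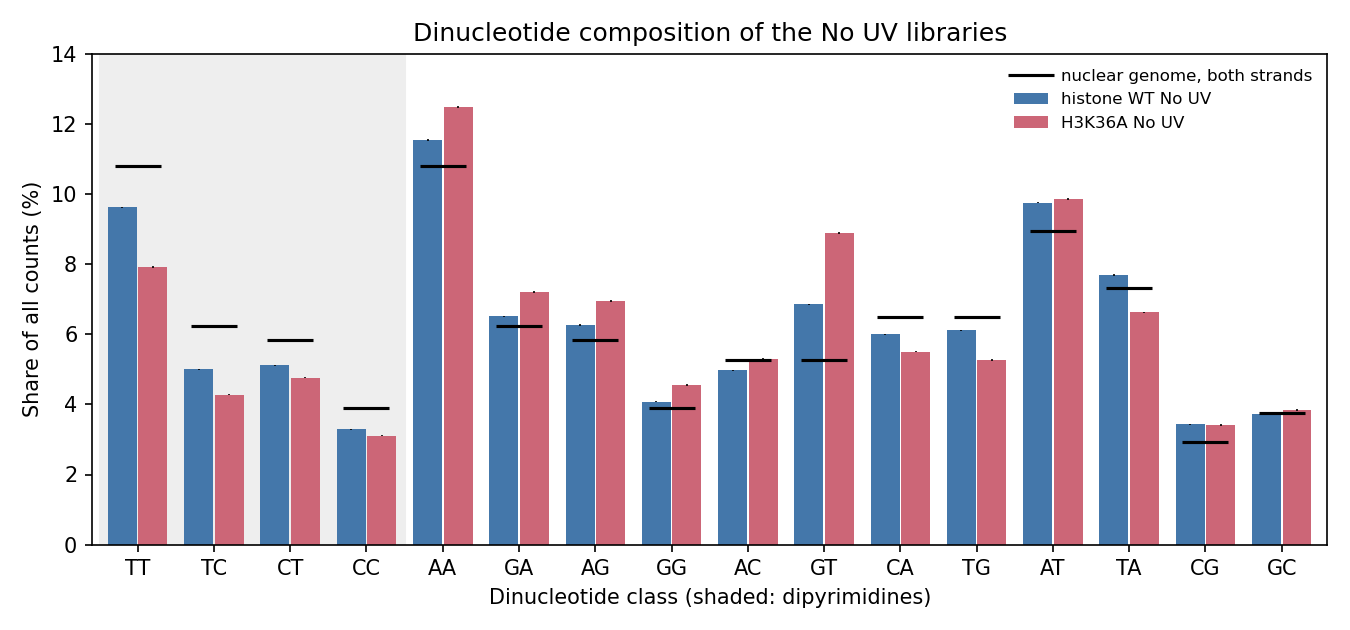
Share of all counts (%) in each of the 16 dinucleotide classes for the histone WT No UV library (blue bars) and the H3K36A No UV library (red bars), with Wilson 95% intervals that are too narrow to see at this scale and black dashes for the share in the nuclear genome read on both strands. The 4 shaded dipyrimidine classes lie below the genome share in both libraries and are lower in H3K36A, whereas GT stands above the genome share in both libraries and reaches 8.88% in H3K36A.

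Across all classes, 15 of 16 differed between the libraries at an adjusted p-value under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment), 8 of the 16 being higher and 8 lower in H3K36A No UV. Shares sum to a fixed total, so these differences are not independent of each other. The largest difference was at GT, which is not a dipyrimidine. GT accounted for 8.88% of counts in H3K36A No UV and 6.86% in histone WT No UV, a difference of 2.02 percentage points (95% interval 1.99 to 2.05). Its share was 1.69-fold the nuclear genome share in H3K36A No UV and 1.30-fold in histone WT No UV. If the complementary strand was counted, these values belong to AC, and the GT difference is 0.319 percentage points. The next largest differences were at TT and at TA. TA accounted for 6.63% of counts in H3K36A No UV and 7.69% in histone WT No UV, a difference of -1.06 percentage points (interval -1.09 to -1.03). The other 6 classes differed by between -0.846 and 0.319 percentage points. CG, at 3.41% and 3.43%, was the class that did not pass the threshold (exact test, adjusted p = 0.188), and it is named here after its value was seen. With AA left out of the denominator, the CG difference changed sign to 0.0253 percentage points and passed the threshold (Fisher's exact test, adjusted p = 0.0387). In total, 5.38% of counts would have to change class to make the compositions of the 2 libraries equal.

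Since UV-induced CPDs form preferentially at TT, the TT share within dipyrimidines was also compared in the undamaged libraries. TT made up 39.5% of dipyrimidine counts in H3K36A No UV (Wilson 95% interval 39.4% to 39.6%) and 41.8% in histone WT No UV (interval 41.7% to 41.8%). The difference was -2.28 percentage points (95% interval -2.40 to -2.15; Fisher's exact test, two-sided, p = 5.12e-282). In the nuclear genome TT makes up 40.4% of dipyrimidines, which lies between the libraries. Exchanging each class with its reverse complement, which compares AA within dipurines, cut the difference to -0.645 percentage points, so its size depends on the strand. The difference is larger than counting error, and whether it exceeds the spread between replicate preparations was not measurable.

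To compare the strands without the aid of a genome, dipyrimidine counts were divided by dipurine counts. The ratio was 0.643 in H3K36A No UV (95% interval 0.641 to 0.645) and 0.811 in histone WT No UV (interval 0.809 to 0.813). Each differed from the value of 1 that unselective sampling of both strands gives, with p below 1e-300 in an exact binomial test, two-sided. The ratio in H3K36A No UV was 0.793 times that in histone WT No UV (95% interval 0.79 to 0.795; Fisher's exact test, two-sided, p below 1e-300). Each dipyrimidine was also less frequent than its own reverse complement. In H3K36A No UV these ratios were 0.634 for TT to AA, 0.593 for TC to GA, 0.686 for CT to AG and 0.681 for CC to GG. In histone WT No UV they were closer to 1, at 0.833 for TT to AA, 0.769 for TC to GA, 0.816 for CT to AG and 0.808 for CC to GG. These directions hold for the strand as tabulated and invert if the complementary strand was counted.

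The base composition of either position of the dinucleotide was examined after the class shares had been seen. All 8 classes whose first base is a purine were higher in H3K36A No UV, and all 8 whose first base is a pyrimidine were lower, although CG was within counting error and changed sign when AA was left out. A purine occupied the first position in 59.1% of counts in H3K36A No UV and 53.7% in histone WT No UV. At the second position the purine share was 52.0% and 51.6%, respectively. In both libraries the first base ranked G, A, C, T by its share relative to the nuclear genome. For G this ratio was 1.28 in H3K36A No UV and 1.11 in histone WT No UV, and for T it was 0.781 and 0.922.

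**Figure D2:**
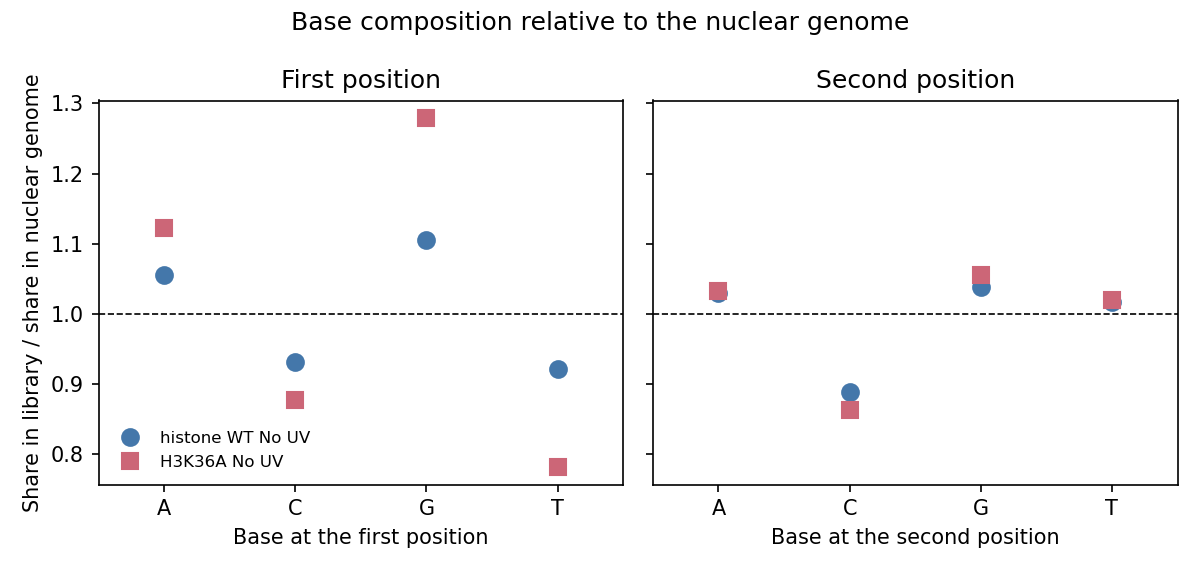
Share of each base in the library divided by its share in the nuclear genome (unitless ratio, vertical axis from below 0.8 to 1.3), at the first position (left) and the second position (right) of the dinucleotide, for histone WT No UV (blue circles) and H3K36A No UV (red squares). At the first position the libraries separate, with G at 1.28 and T at 0.781 in H3K36A, whereas at the second position the symbols nearly overlap for every base and C is low in both, at 0.863 in H3K36A and 0.888 in histone WT.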

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

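Of the 45 values obtained for the 10 main results under the alternatives, 6 reversed, and 17 that carry no test or lost it by weighting moved outside the interval of the reported value. The other 22 kept their direction and side of the threshold, stayed within the interval or, for the class count, stayed close in number. Some of these 22 were fixed in advance. They are the values with all counts divided by 10, apart from the calls, and the class count with reverse complements exchanged. A difference that kept its direction was not constant in size, since the dipyrimidine difference ranged from -4.23 percentage points without the self-complementary classes to -1.76 without AA and TT. Dividing all counts by 10 leaves every share and ratio as it was, apart from rounding, so it could change only the calls. No call changed, with 15 classes past the threshold and the dipyrimidine difference at -2.97 percentage points. The class count was 15 of 16 with every count divided by 10, 12 of 12 without the self-complementary classes, 15 of 15 without AA and 13 of 14 without AA and TT. The classes called were not always the same. Without AA, CG passed the threshold with its direction reversed, at 0.0253 percentage points. Without AA and TT, CG passed the threshold at -0.0593 percentage points and AT no longer passed it.

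Exchanging each class with its reverse complement reversed 4 of the main results. The dipyrimidine difference became 2.81 percentage points, the ratio to dipurines became 1.56 in H3K36A and 1.23 in histone WT, and the ratio between libraries became 1.26. The dipyrimidine shares became 31.2% in H3K36A and 28.4% in histone WT, so both moved from below to above the 26.8% of the nuclear genome. The difference in the TT share of dipyrimidine counts kept its sign but shrank to -0.645 percentage points. The 8 dipyrimidine and dipurine classes exchanged values, so that the differences in share of all counts became 0.94 for TT, 0.704 for TC, 0.685 for CT, 0.478 for CC, -1.70 for AA, -0.73 for GA, -0.349 for AG and -0.193 percentage points for GG. The GT difference shrank to 0.319 percentage points, and AC took its value of 2.02. The strand convention of the tables therefore decides these directions.

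Leaving out the most abundant class, AA, reversed the ratio to dipurines, to 1.07 in H3K36A and 1.37 in histone WT, because its partner TT stayed in. With AA and TT both left out, the ratios were 0.649 and 0.796. The dipyrimidine shares in H3K36A and histone WT were 22.9% and 26.1% without AA, 15.3% and 17.0% without AA and TT, and 26.3% and 30.6% without the self-complementary classes. The denominators of these shares differ by construction. The share was lower in H3K36A each time.

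Weighting by the inverse genome share gave dipyrimidine shares of 18.7% in H3K36A and 21.3% in histone WT, a dipyrimidine difference of -2.61 percentage points, a difference in the TT share of dipyrimidines of -1.88 percentage points, ratios to dipurines of 0.649 and 0.807, and a ratio between libraries of 0.804. The directions were kept, and these weighted values were not tested. With mitochondrial DNA alone as the background, the enrichment was 0.858 in H3K36A and 0.986 in histone WT.

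No replicate was left out. No paired analysis was possible because each group has 1 library. Depth limits the smallest differences, since not all of the smallest simulated changes were called at these depths and the CG ratio of H3K36A to histone WT was 0.996. The absence of replicates limits every comparison.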

Other observations

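All tests in this part were chosen after the class shares had been seen, so the explanations below are hypotheses.

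The lower dipyrimidine share in the H3K36A No UV library was set against 4 technical explanations. A strand-symmetric change in the sampled DNA, such as another copy number or GC content, alters a class and its reverse complement alike. Of the squared difference between the libraries, 56.7% was antisymmetric under reverse complementation, so such a change cannot be the only cause. Without GT and AC this share was 68.7%. A different amount of mitochondrial DNA would move AT and TA together, since they are 2.35-fold and 2.88-fold more frequent there than in nuclear DNA. TA changed by -1.06 percentage points while AT changed by 0.115 in the other direction, which goes against this as the only cause. Reads from UV-damaged DNA carried into the histone WT library would raise dipyrimidines and leave the other 12 classes in proportion. Over all 12 of these classes the libraries differed in 4.50% of counts. In 1000 simulated pairs of libraries that differed by counting error only, the highest value was 0.167%. The libraries therefore also differ outside the dipyrimidines by more than counting error. Because the spread between preparations is unknown, this comparison could not decide whether carry-over raised the dipyrimidine share of histone WT.

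The last explanation tested is one background held in different amounts by the libraries. Their deviations from the nuclear genome over the 16 classes had a cosine of 0.933, and 12.9% of the squared H3K36A deviation did not lie along the histone WT deviation. One background alone would move every class to the same side of the genome share in both libraries. There were 3 classes on opposite sides beyond their 95% intervals against the nuclear genome, and 2 (AC and TA) when mitochondrial DNA was added to the background. Mitochondrial DNA then made up 171556 of 24314176 positions, and a larger amount of it was not tried. TA was at 0.904 times the genome share in H3K36A and 1.05 in histone WT, AC at 1.005 and 0.944, and GC at 1.03 and 0.993. These intervals cover counting error only and the spread between preparations is unknown, so the 3 classes do not decide against one background. The cosine goes with it. The part of the H3K36A deviation that lay along the histone WT deviation was 1.92 times the histone WT deviation. Of the squared deviation from the genome, 67.6% was antisymmetric under reverse complementation in H3K36A and 66.3% in histone WT. One background in different amounts therefore stays open. Each explanation was tested as the only cause, and combinations of them were not tested. With 1 library per genotype, probably from separate sequencing pools, effects of preparation, pool and genotype cannot be told apart.

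The difference sits mostly at one position of the dinucleotide. The first base accounted for 85.9% of the count-weighted variance of the log2 ratio of H3K36A to histone WT over the 16 classes, and the second base for 1.14%. Compositions at the first position differed by 5.38% of counts, and at the second position by 0.484%. If the complementary strand had been tabulated, the same pattern would read as a pyrimidine excess at the second position. Loss of purine bases is a candidate source, since the assay also cuts abasic sites. If the first base as tabulated is the lost base, G and A above C and T at that position would follow. The position and strand read are not stated, so this condition could not be checked. As the only source, base loss would then add no reads to classes that start with a pyrimidine. The 4 classes that start with C would stay in genome proportion to each other. Relative to the genome, the highest of these, CG, was 1.46 times the lowest, CC, in H3K36A and 1.38 times in histone WT, beyond their 95% intervals in both. Base loss alone would therefore not give the proportions among the classes that start with C. Their range was similar in both libraries, although the purine share at the first position was 59.1% in H3K36A and 53.7% in histone WT. It therefore does not test the source of the purine excess, and base loss was not excluded as that source. Within the classes that start with G, GT relative to the genome was 1.51 times the mean of GA, GC and GG in H3K36A and 1.27 times in histone WT.

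GT exceeded its reverse complement AC by 168261 counts in H3K36A, which is 3.59% of that library, and by 134277 counts in histone WT, which is 1.88%. If the complementary strand had been tabulated, the excess would belong to AC. A few positions with many duplicate reads could produce such an excess, as could a sequence preference of adaptor ligation at many positions. The tables hold no positions, so these could not be separated. Neither GT nor AC is a dipyrimidine, so the excess itself does not enter a dipyrimidine map. Counting the distinct positions behind this class would bear on this. No biological explanation was tested for this class.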
